A study of Homo sapiens with 5 samples.

How the data were processed

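Nuclei of the gastrocnemius, a calf muscle, were profiled by single-nucleus RNA sequencing in people with peripheral artery disease (PAD, a narrowing of the arteries that supply the legs) and in people without it (nonPAD). Per the labels' protocols, nuclei were isolated and libraries were made with Chromium kits, in which a droplet captures a nucleus and each captured RNA molecule receives a unique molecular identifier (UMI), so that copies made by PCR are counted as 1 molecule. The series' design text names 20 patients and 12 controls. The series holds 5 libraries, 3 labelled PAD and 2 labelled nonPAD, and the labels do not say which donors entered which library. The library was the unit of replication throughout, because nuclei of a library are not independent samples. Whether a library holds nuclei of 1 donor or of several is also not stated, so the spread between libraries cannot be read as the spread between people.

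The authors deposited, per library, a matrix of natural log values, each the natural log of 1 plus the UMI count of a gene in a nucleus scaled to 10000 UMIs per nucleus. This unit was worked out from the values, since no header or label states it. After exponentiation and subtraction of 1, every nucleus summed to 10000, and in all 5 libraries 100% of the values were whole multiples of what 1 UMI was worth in their nucleus, within a relative tolerance of 1e-06, so the UMIs behind each value were recovered. The matrices also stored explicit zeros, at 1.98% to 3.44% of entries. The deposited nuclei had at least 400 detected genes, at most 3998, and at most 5% mitochondrial UMIs. The aligner, genome build, annotation, filters, any correction for free RNA and the pooling of donors are not stated per the labels' protocols or the file headers. The files hold 31006 gene symbols, the same in every library. Gene positions were taken from the GENCODE annotation of GRCh38 by symbol, where 28790 symbols (92.9%) were found. They are not positions from the deposited files.

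Nuclei with at least 200 genes, at least 500 UMIs and at most 5% mitochondrial UMIs were kept, which removed 2 of 57584. Doublets were scored per library with Scrublet, run in Scanpy 1.11.5, at an expected rate of 0.08. Its automatic threshold marked 0.0816% to 0.160% of nuclei and was taken as not having worked, so the highest 8% of scores in each library were removed, as laid down in advance for that case. This removed 4607 nuclei and left 52975. The rule removes a fixed share of each library whatever its true doublet rate. In PAD replicate 3 it took 63.0% of endothelial-like nuclei, 72.7% of T or NK-like nuclei and 76.5% of mural-like nuclei.

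Nuclei were clustered with the Leiden method of the igraph package on a graph of shared neighbours (2000 variable genes, 30 principal components, 20 neighbours, Leiden resolution 1.0). Genes were scaled within each library, a choice made after clustering on values scaled over all libraries had separated libraries. Clusters were named from marker lists fixed in advance. A cluster was taken as myonuclear where TTN, NEB and DMD together reached 25000 CPM (UMIs scaled to a total of 1000000). It was called type I-like where MYH7 made up at least 80% of the MYH7, MYH1 and MYH2 UMIs, and type II-like at 20% or less. A name also required at least 3 of the class's own markers at a 2-fold or higher level, no other class with more markers among the 10 leading genes, and for other classes at least 1 own marker among those genes. The thresholds were set after the clusters had been seen. A plan to leave clusters with markers of 2 unrelated classes unnamed was applied only through these rules. Clusters that met no rule stayed unnamed. They held 16.5% of PAD nuclei (1.44% to 36.9% per library) and 5.96% of nonPAD nuclei (2.41% and 9.41%). Several clusters came mostly from 1 library, so a class was compared as a whole and never by cluster.

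The expression value of a gene in a class was the mean over the class's nuclei of CPM, computed per library from the recovered UMIs. Count models had been planned in the belief that the files held counts. As the deposited unit turned out to be a natural log, limma 3.58.1 in R 4.3.3 was used in their place, on log2(value + 5 CPM), with an empirical Bayes trend and no covariate. Values were scaled by a trimmed mean of log ratios (30% of ratios and 5% of mean levels trimmed at each end, shares 0.3 and 0.05). A gene was tested where at least 2 libraries had 10 or more recovered UMIs and all libraries together 15 or more. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A log2 fold change on this scale understates the change of weakly expressed genes. A class was tested only where every library had at least 50 of its nuclei, which left out endothelial-like and mural-like nuclei. No test of genes had been planned for T or NK-like nuclei. The difference in PAD effect between type I-like and type II-like myonuclei was tested as an interaction, with library as a fixed term. The 12 gene sets fixed in advance (hypoxia response, atrophy and ubiquitin ligases, denervation and acetylcholine receptor, autophagy, nuclear-encoded oxidative phosphorylation, mitochondrial biogenesis and fatty acid use, glycolysis, heat shock and unfolded protein response, immediate early genes, inflammatory signalling, calcium handling, sarcomere) were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation beside it. Shares were compared by a two-sided exact permutation test of the difference in means. There are 10 ways to choose 3 of 5 libraries, so p cannot go below 0.1.

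The comparisons, markers, gene sets, nuclei filter and the rule for naming genes were fixed before the data were examined. Genes were to be named per class among those past the threshold whose 3 PAD libraries all lay on the same side of both nonPAD libraries, with a mean of at least 20 CPM, up to 5 in each direction. Where none passed, the 2 with the smallest p in each direction under the other conditions were to be named as not past the threshold. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, HLA, XIST, TSIX and Y-linked genes and clone-named features were left out. Alternatives covered the scaling (median ratios or library sizes only), the gene filter, limma-voom on summed UMIs, the replicate number as a block, leaving out each library, no doublet removal, a minimum of 1000 UMIs, at most 1% mitochondrial UMIs and a coarser clustering (resolution 0.5). Chosen after seeing the data were summed UMIs, pseudocounts of 1 and 20, scaling over all libraries, clusters named by myosin share alone, the coarser clustering for the type I share, fibre type per nucleus for expression and gene sets, gene sets without class markers, and every set test of the interaction. The planned count-model alternative and count-model test of class abundance were not run.

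The limma step was tested on simulated data with 200 genes changed 4-fold at the spread of the real libraries. It recovered 97.5% of them in all nuclei (24093 genes tested), 95.5% in type I-like myonuclei (20455), 91% in type II-like myonuclei (17897), 97.5% in fibro-adipogenic-like nuclei (14692), 90.5% in satellite-like nuclei (12211) and 64% in macrophage-like nuclei (9729). False calls ran from 7 of 135 calls in macrophage-like nuclei to 24 of 206 in type II-like myonuclei. Changed genes had at least 20 CPM. Genes and libraries were drawn independently, and a gene had the same spread in every library. No library stood apart in the simulation as PAD replicate 1 does, so recovery in the real data may be lower. With no gene changed it made 0 to 5 calls. For the interaction only a smaller spread was simulated, where 100% of the 200 were recovered among 20739 genes. Total recovered UMIs per library ran from 59374880 to 67820699, and Wilson 95% intervals on shares cover counting error only.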

Results

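Gene expression was measured in single nuclei of human gastrocnemius muscle to compare muscle of people with peripheral artery disease with that of people without it. The PAD group comprised 3 libraries and the nonPAD group 2. The deposited libraries held 14386, 10654 and 11027 nuclei for PAD replicates 1, 2 and 3, and 10608 and 10909 for nonPAD replicates 1 and 2. Recovered totals were 59374880, 60931852 and 63943194 UMIs in the PAD libraries and 63837986 and 67820699 UMIs in the nonPAD libraries. The median depth was lowest in PAD replicate 1, at 3693 UMIs per nucleus, against 5393.5 and 5518 in the other PAD libraries and 5764.5 and 5953 in the nonPAD libraries. After filtering and removal of doublets, the median of PAD replicate 1 was 3688 UMIs, and 52975 nuclei remained over all libraries.

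The libraries were first compared with each other. Over 6982 genes with a mean of at least 20 CPM (UMIs scaled to a total of 1000000 per nucleus) in all nuclei, the correlation of log2 levels across genes between PAD replicate 1 and each other library lay between 0.849 and 0.874, against 0.941 to 0.978 among the other 4 libraries. Genes are not independent replicates, so these values describe the libraries only. The highest correlation was that between the nonPAD libraries (0.978). PAD replicates 1 and 2 each correlated most with nonPAD replicate 2, at 0.874 and 0.959, and PAD replicate 3 correlated most with PAD replicate 2, at 0.954. The median absolute log2 difference of a library from the median of the others was 0.31 in PAD replicate 1 and 0.12 to 0.19 in the others. No sequencing date or batch is given by the labels, so a batch of PAD replicate 1 cannot be separated from its group.

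The first comparison asked whether the makeup of the nuclei differed between the groups. Type I-like myonuclei, the nuclei of slow muscle fibres that express MYH7, made up 38.2% ± 16.2 of kept nuclei in PAD (SD, n = 3) and 63.6% ± 1.14 in nonPAD (SD, n = 2). Type II-like myonuclei, those of fast fibres that express MYH1 and MYH2, made up 37.2% ± 6.49 in PAD and 14.5% ± 3.66 in nonPAD. Fibro-adipogenic-like nuclei, of the connective-tissue progenitors, made up 4.40% ± 0.867 in PAD and 6.88% ± 0.0367 in nonPAD. Satellite-like nuclei, of the muscle stem cells, made up 2.90% ± 0.712 and 4.40% ± 0.027, and endothelial-like nuclei 0.600% ± 0.532 and 1.88% ± 0.630. In these 5 of the 8 named classes all PAD libraries lay on the same side of both nonPAD libraries. For type II-like myonuclei this did not hold under the coarser clustering, which left most myonuclei of PAD replicate 1 unnamed and put its share at 8.75%, against 17.0% and 11.8% in nonPAD, with a difference between the groups of 13.5 in place of 22.7 percentage points (exact permutation p = 0.4). In PAD replicate 1, 36.5% of nuclei were unnamed myonuclei, mostly in clusters where MYH7 led the myosin UMIs. Without that library the type I-like difference fell from -25.4 to -16.2 percentage points, and without PAD replicate 2 it was -31.5. The endothelial-like difference went from -1.28 to -0.835 points without nonPAD replicate 1. The exact permutation test (two-sided) gave p = 0.1 for type II-like and fibro-adipogenic-like nuclei and p = 0.2 for type I-like, satellite-like and endothelial-like nuclei, where 0.1 is the smallest p the 10 assignments allow. After Benjamini-Hochberg adjustment over the 8 classes the smallest exact p was 0.32, so no class passed 0.05, and none could have.

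For the remaining classes the groups overlapped. Macrophage-like nuclei made up 1.31% ± 0.907 in PAD (SD, n = 3) and 2.10% ± 0.230 in nonPAD (SD, n = 2; exact permutation p = 0.3), a difference of -0.792 points that was -0.361 without PAD replicate 1 and -1.27 without PAD replicate 2. Mural-like nuclei, of pericytes and vascular smooth muscle, made up 0.154% ± 0.168 and 0.286% ± 0.216, and T or NK-like nuclei 1.05% ± 1.63 and 0.464% ± 0.0479. The T or NK-like mean of the PAD group came from PAD replicate 2, with 2.93% of nuclei (287 of 9802; Wilson 95% interval 2.61% to 3.28%), against 0.136% and 0.0887% in PAD replicates 1 and 3. Without PAD replicate 2 the difference between the groups changed sign, from 0.587 to -0.352 percentage points. The T or NK-like cluster also held the mast cell markers KIT, CPA3, HDC, MS4A2 and IL18R1 at a 2-fold or higher level. Its share may therefore include mast cell nuclei. The denominator changed the direction of a pair of differences: over non-myonuclei alone, the fibro-adipogenic-like difference went from -2.48 to 0.123 percentage points and the satellite-like difference from -1.49 to 2.20. The endothelial-like share of PAD replicate 3 rested on 17 nuclei, since doublet removal took 29 of 46, and with no removal it was 0.417%.

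**Figure D1:**
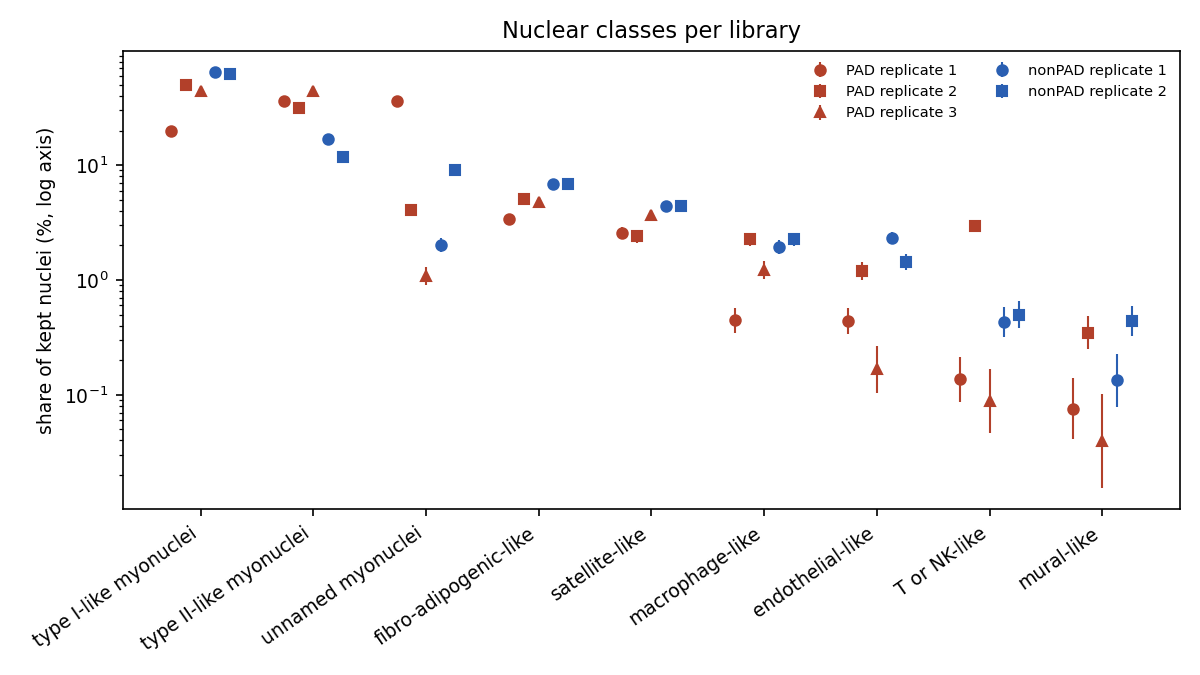
Share of kept nuclei (percent, log axis) in each class, 1 point per library with its Wilson 95% interval, PAD libraries in red and nonPAD libraries in blue. Type I-like myonuclei sit between 19.7% and 50.3% in PAD and at 62.8% and 64.4% in nonPAD, and PAD replicate 1 holds 36.5% unnamed myonuclei.

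The balance of fibre types was compared as the type I share of type I-like plus type II-like myonuclei. It was 49.1% ± 13.3 in PAD (SD, n = 3) and 81.6% ± 3.55 in nonPAD (SD, n = 2), a difference of -32.5 percentage points (exact permutation test, two-sided p = 0.1, the smallest possible). The single libraries gave 35.3%, 61.7% and 50.3% for PAD replicates 1, 2 and 3 and 79.1% and 84.1% for nonPAD replicates 1 and 2, with Wilson 95% intervals no wider than 34.2% to 36.3%. The 35.3% leaves out the unnamed myonuclei of PAD replicate 1. Before doublet removal, 2537 of its nuclei lay in an unnamed cluster with an MYH7 share of 83.8%, which lacked the required markers. Another 2321 lay in an unnamed cluster with a share of 70.4%. The cluster call may therefore understate the type I share of that library. Of the alternatives, a call per nucleus, from MYH7 UMIs against MYH1 plus MYH2 UMIs, moved the difference most, to -22.3 points, with 58.0%, 60.2% and 51.2% in PAD and 78.0% and 79.6% in nonPAD. A coarser clustering, in which most myonuclei of PAD replicate 1 stayed unnamed, gave -40.5 points. Every PAD library lay below both nonPAD libraries under each of the 12 alternatives tried. For those that only left out 1 library, this order could not change. PAD replicate 1 had fewer myosin UMIs than any other library, at 662 CPM of MYH7, MYH1 and MYH2 in its myonuclei against 1814 to 2358 elsewhere. In the pooled nuclei of 4 other classes (fibro-adipogenic-like, satellite-like, macrophage-like, endothelial-like), which should lack these genes, the level was 123 CPM in that library and 204 to 589 CPM in the others, with a median depth of 2381 UMIs against 3201 to 3775.5 in the others. Thinned to 2000 UMIs per nucleus, with 12.6% of the myonuclei of PAD replicate 1 and 5.64% to 6.33% elsewhere left out as shallower, the type I shares by call per nucleus were 59.3%, 58.9% and 49.6% in PAD and 76.5% and 78.1% in nonPAD. In PAD replicate 1, 7002 of the thinned myonuclei gave no call.

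**Figure D2:**
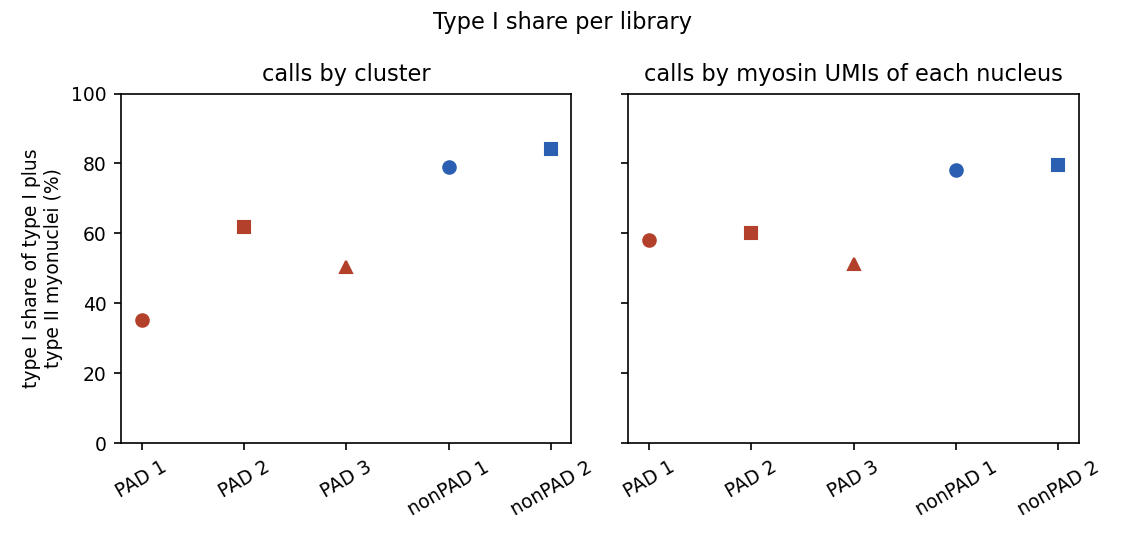
Type I share of type I plus type II myonuclei (percent) per library, called by cluster (left) and by the myosin UMIs of each nucleus (right), with Wilson 95% intervals that are narrower than the points, PAD in red and nonPAD in blue. All PAD libraries lie at or below 61.7% and both nonPAD libraries at or above 78.0%.

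The next comparison asked which genes differed between PAD and nonPAD within each class. Of 24129 genes tested in all nuclei, 0 passed an adjusted p of 0.05 by limma, while 2089 had an unadjusted p of at most 0.05. The limma test also passed 0 genes in type I-like myonuclei (20383 tested, 1365 at an unadjusted p of at most 0.05), type II-like myonuclei (17562 tested, 1334), fibro-adipogenic-like nuclei (14806 tested, 1243), satellite-like nuclei (12250 tested, 624) and macrophage-like nuclei (9739 tested, 532). The smallest adjusted p values in these 6 comparisons were 0.287, 0.691, 0.638, 0.177, 0.759 and 0.156. By limma-voom on summed UMIs, 0 genes passed in every class except macrophage-like nuclei, where 2 passed, and 1878, 1522, 1125, 1364, 669 and 827 genes had an unadjusted p of at most 0.05, in the same order of classes. All PAD libraries lay on the same side of both nonPAD libraries for 29.5%, 28.4%, 28.2%, 27.7%, 22.7% and 23.3% of genes. The average over the 10 assignments of libraries is 20%. Genes are not independent, and the nonPAD libraries were the most alike (correlation 0.978 in all nuclei). Shares for the other assignments were not computed, so the excess over 20% does not measure a PAD effect. Leaving out 1 library gave at most 10 genes, in macrophage-like nuclei without PAD replicate 1, and 6 in satellite-like nuclei and 2 in fibro-adipogenic-like nuclei, both without PAD replicate 3.

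No gene below passed the threshold, and each is named because its p was among the smallest in its class. In all nuclei, CFAP61 (chromosome 20, 20052514 to 20360702, protein-coding) was at 383 ± 23.1 CPM in PAD (SD, n = 3) and 113 ± 0.805 in nonPAD (SD, n = 2), a log2 fold change of 1.71 ± 0.14 (SE; limma adjusted p = 0.364). PDE3A (chromosome 12, 20369245 to 20684381) was at 23.4 ± 7.27 and 88.1 ± 3.39 (log2 fold change -1.74 ± 0.23, adjusted p = 0.543). TAS1R1 (chromosome 1, 6555181 to 6579757) was also higher in PAD, by 1.49 ± 0.16, and MRC2 lower, by -0.89 ± 0.13. In type I-like myonuclei, TAS1R1 was at 40.9 ± 5.31 in PAD and 10.3 ± 1.35 in nonPAD (1.58 ± 0.17, adjusted p = 0.691), and VGLL2 (chromosome 6, 117265558 to 117273565) at 9.64 ± 2.48 in PAD and 35.6 and 37.7 in the nonPAD libraries (-1.52 ± 0.19, adjusted p = 0.733). STAG3 was higher by 1.37 ± 0.15 and ENDOD1 lower by -0.71 ± 0.13. In type II-like myonuclei, CFAP61 was higher by 2.01 ± 0.26 (adjusted p = 0.638) and ARID5B (chromosome 10, 61901300 to 62096944) by 1.78 ± 0.26, while ENDOD1 (chromosome 11, 95089810 to 95132645) was lower by -1.09 ± 0.16 and VGLL2 by -1.46 ± 0.24. Positions are those of the GENCODE annotation of GRCh38, matched by symbol.

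In fibro-adipogenic-like nuclei, SLC8A1 (chromosome 2, 40097270 to 40611053) was at 419 ± 17.5 CPM in PAD (SD, n = 3) and 148 ± 14.7 in nonPAD (SD, n = 2; log2 fold change 1.47 ± 0.16, SE; limma adjusted p = 0.177), and SEMA3A was higher by 2.26 ± 0.27. EPHA7 (chromosome 6, 93240020 to 93419547) was at 51.2 ± 23.3 and 228 ± 8.93 (-2.13 ± 0.31, adjusted p = 0.271), and EDA was lower by -1.12 ± 0.18. In satellite-like nuclei, FOSB (chromosome 19, 45467995 to 45475179) was at 521, 175 and 26.1 CPM in PAD replicates 1, 2 and 3 and at 0 and 1.24 in the nonPAD libraries (4.68 ± 0.87, adjusted p = 0.759). RHOB was higher by 1.66 ± 0.31, and ARHGAP15 (-1.34 ± 0.24) and ADAMTS10 (-1.04 ± 0.21) were lower. In macrophage-like nuclei, ADAM28 (chromosome 8, 24294040 to 24359018) was higher by 1.56 ± 0.25 (adjusted p = 0.254) and PDK4 by 1.75 ± 0.32. ASAP2 (chromosome 2, 9206765 to 9405683) was lower by -1.70 ± 0.28, and LIX1-AS1, an antisense gene whose counting by strand is not stated and whose value is therefore uncertain, by -1.49 ± 0.29. PAD replicate 1 held only 59 macrophage-like nuclei, the fewest of any tested class in any library. All 24 gene and class pairs kept their direction under each of 432 alternative values. The naming rule, which required the groups to be separated, largely fixed this for fits without 1 library and with the replicate block.

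Whether the PAD effect differed between fibre types was tested as an interaction over 20751 genes. By limma 0 genes passed an adjusted p of 0.05 (1238 at an unadjusted p of at most 0.05, smallest adjusted p 0.306), and by limma-voom with the library as a random block 0 passed as well (960 at an unadjusted p of at most 0.05).

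The 12 gene sets fixed in advance address processes studied in muscle with restricted blood flow. In type I-like myonuclei 1 of them passed an adjusted p of 0.05 by camera: oxidative phosphorylation was lower in PAD, with a median log2 fold change of -0.38 and 1 of 36 genes higher (adjusted p = 8.19e-04). In type II-like myonuclei 6 sets passed. The sarcomere set was lower, with a median of -0.58 and 0 of 27 genes higher (adjusted p = 2.17e-07), as were calcium handling (-0.37, 1 of 17 genes higher, 3.36e-05), oxidative phosphorylation (-0.28, 4 of 36 higher, 8.73e-04) and glycolysis (-0.20, 3 of 15 higher, 0.00677). Immediate early genes were higher, with a median of 0.97 and 13 of 15 genes higher (adjusted p = 0.029), and so was autophagy (0.23, 14 of 18 higher, 0.029). None of these 7 calls held under fry or with the correlation estimated from the data, where 0 sets passed in either class. Many members of the sarcomere set are also markers that define the classes. Without class markers the set kept 8 genes and a median of -0.38 in type II-like myonuclei, and it still passed.

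PAD replicate 1 decided part of these values. Without it, the oxidative phosphorylation median was -0.07 in type I-like myonuclei and 1.13e-04 in type II-like myonuclei, the immediate early median in type II-like myonuclei was -0.0097, and none of the 3 passed. Glycolysis in type II-like myonuclei was at -0.25 without it and no longer passed. Sarcomere, calcium handling and autophagy in type II-like myonuclei still passed without it, at -0.47, -0.31 and 0.27. Without nonPAD replicate 1, only sarcomere and calcium handling passed in type II-like myonuclei, and oxidative phosphorylation no longer passed in type I-like myonuclei (-0.22). Member genes were also adjusted within their own gene set alone, which does not account for the number of sets. By this adjustment 1 member gene passed in type I-like myonuclei, PFKFB3 of the hypoxia response (log2 fold change 0.98 ± 0.16, SE). In type II-like myonuclei 4 passed: EIF4EBP1 (1.26 ± 0.26), GABARAPL1 (1.20 ± 0.21), ULK1 (0.88 ± 0.21) and MYL1 (-1.30 ± 0.24). Over all genes tested 0 of them passed by limma. These 5 genes were singled out after their values were seen.

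**Figure D3:**
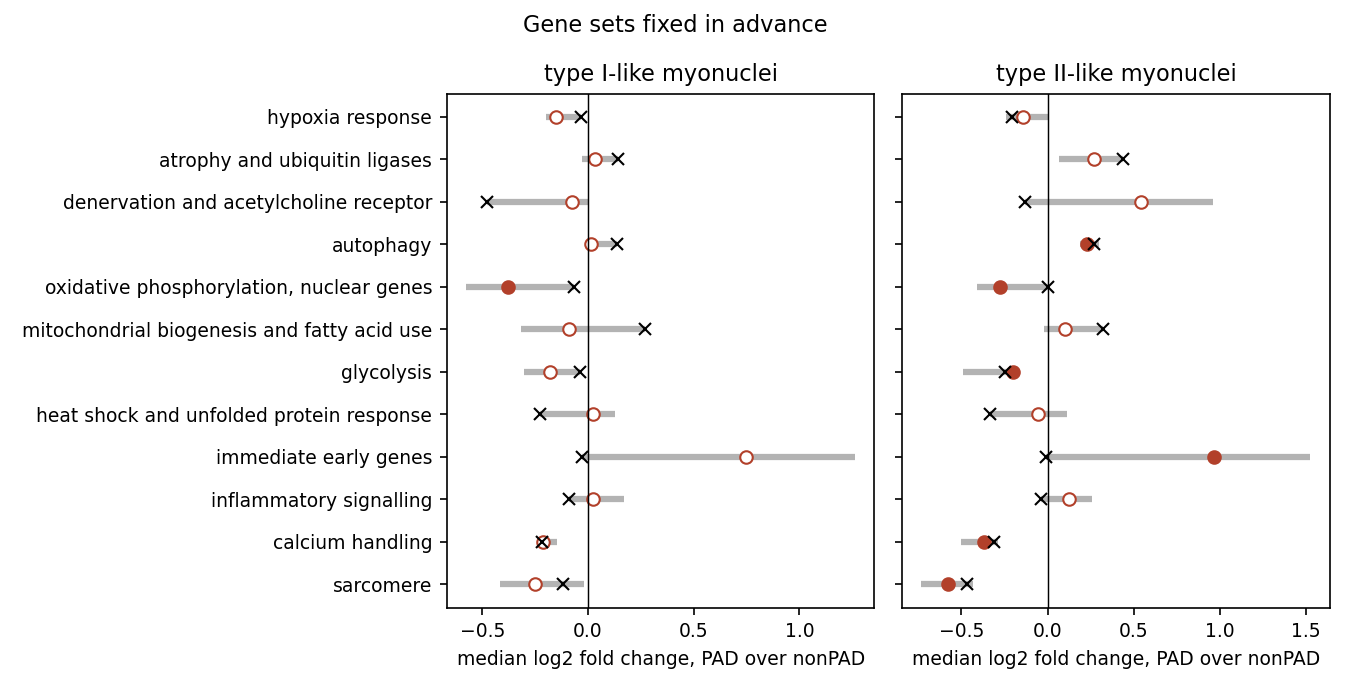
Median log2 fold change (PAD over nonPAD) of each fixed gene set in type I-like (left) and type II-like myonuclei (right). Filled circles pass an adjusted p of 0.05 by camera, open circles do not, grey bars span the values with 1 library left out in turn, and crosses mark the value without PAD replicate 1, which for oxidative phosphorylation lies at -0.07 and 1.13e-04.

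Immediate early genes, which cells transcribe within minutes of a stimulus, were compared by class. FOS was at 362, 1.57 and 3.02 CPM in type I-like myonuclei of PAD replicates 1, 2 and 3 and at 1.39 and 1.57 in the nonPAD libraries. In satellite-like nuclei it was at 507, 201 and 36.3 against 1.22 and 9.32 (log2 fold change 4.11 ± 0.81, SE; limma adjusted p = 0.783), and in fibro-adipogenic-like nuclei at 639, 97.0 and 20.5 against 5.37 and 8.51 (3.33 ± 1.08, adjusted p = 0.467). Of the set's tested genes, 12 of 17 in fibro-adipogenic-like nuclei and 6 of 15 in satellite-like nuclei were higher in every PAD library than in both nonPAD libraries, as were 3 of 15 in type II-like myonuclei, 2 of 16 in type I-like myonuclei and 1 of 14 in macrophage-like nuclei. For a single gene, chance gives this order in 1 of 10 assignments. The genes of the set may rise together, so the counts are not independent and test nothing against that share. In macrophage-like nuclei FOS was at 149, 63.8 and 39.0 CPM in PAD replicates 1, 2 and 3 and at 3.72 and 66.8 in the nonPAD libraries, so the groups overlapped. FOS was singled out after its values were seen.

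**Figure D4:**
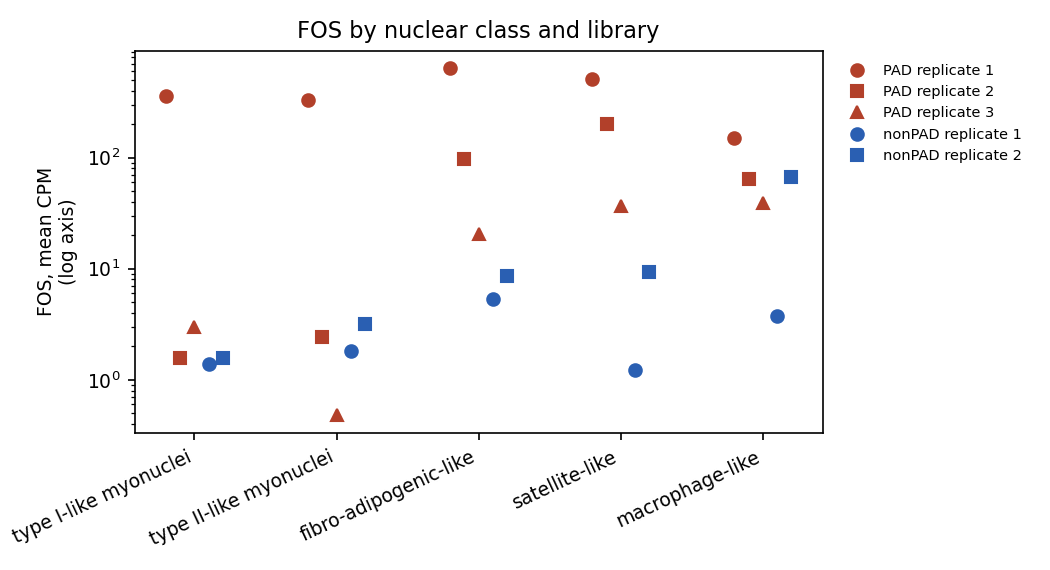
Mean FOS CPM (log axis) in 5 nuclear classes, 1 point per library, PAD in red and nonPAD in blue. In satellite-like and fibro-adipogenic-like nuclei all PAD libraries lie above both nonPAD libraries, and in the myonuclei PAD replicate 1 alone stands apart, at 362 in type I-like myonuclei.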

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

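The set tests of the difference between fibre types, and the tests of a correlation between genes and of a correction for free RNA, were chosen only after the results had been seen, as were the separate tests for glycolysis and sarcomere.

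Among the fixed gene sets, 7 had another PAD effect in type II-like than in type I-like myonuclei when the difference itself was tested by camera. Written as the median over a set's genes of the type II-like minus the type I-like log2 effect, which need not equal the difference between the medians of the fibre types, the differences were -0.45 for sarcomere, -0.26 for calcium handling, 0.64 for denervation and acetylcholine receptor, 0.29 for mitochondrial biogenesis and fatty acid use, -0.18 for heat shock and unfolded protein response, -0.16 for glycolysis and 0.14 for autophagy, with adjusted p from 1.37e-07 for sarcomere to 0.00911 for autophagy. The median PAD effect on the denervation set was -0.07 in type I-like and 0.54 in type II-like myonuclei, and neither passed on its own (adjusted p = 0.25 and 0.0793). Without PAD replicate 1 these became -0.48, which passed, and -0.13, so the rise in type II-like myonuclei rested on that library while the difference, at a median over genes of 0.38, still passed. By limma, 0 single genes passed in the interaction (1238 at an unadjusted p of at most 0.05, and 0 genes by limma-voom with 960). Adjusted within each set alone, and not across the sets, 3 genes passed. They were PDK4 (2.57 ± 0.26, SE), LPL (1.21 ± 0.28) and GABARAPL1 (0.63 ± 0.13), all singled out after their values were seen.

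Of the technical explanations, PAD replicate 1 alone as the cause is argued against by 6 of the 7 sets staying past the threshold without it. The exception was glycolysis, which fell to -0.0093, so for that set PAD replicate 1 alone may be the cause. Autophagy lost the threshold without PAD replicate 2 (0.13) and without nonPAD replicate 1 (0.057), and glycolysis without nonPAD replicate 2 (-0.15). The way nuclei were called type I or type II is argued against by 6 of the 7 staying past the threshold with a call per nucleus, although denervation and heat shock passed only narrowly. For glycolysis, at -0.11 and no longer past the threshold, it cannot be told apart, because the difference shrank without vanishing. The genes that define the classes are argued against for 6 of the 7 sets, which passed with every class marker removed. The sarcomere difference was the exception and shrank to -0.054 over 8 genes and no longer passed, so for that set the class markers may be the cause. Correlation between genes of a set stays open and is a candidate explanation for all 7: with the correlation estimated from the data 0 of the 7 passed, and 0 passed under fry. Another mix of type II subtypes cannot be told apart from a PAD effect, because the MYH1 share of MYH1 plus MYH2 UMIs in type II-like myonuclei differed by only 1.55 percentage points between the group means while the libraries spread widely, with 74.6%, 31.7% and 56.2% in PAD and 46.5% and 58.7% in nonPAD. A response to PAD that differs between fibre types remains among the open explanations and is not established by these values.

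Mitochondrial genes were left out when genes were named, and in the share of their stored entries at 0 PAD replicates 1 and 3 stood above both nonPAD libraries. The share of stored mitochondrial entries with the value 0 was 94.4% in PAD replicate 1 and 79.4% in PAD replicate 3, against 44.4% and 70.0% in nonPAD replicates 1 and 2, with PAD replicate 2 at 52.5%. Over all nuclei mitochondrial genes took 0.0151% of UMIs in PAD replicate 1 and 0.0953% in PAD replicate 3, against 0.252% and 0.116% in the nonPAD libraries and 0.358% in PAD replicate 2. A sparse matrix needs no entry for a 0, so a step that set values to 0 after counting is one way such entries arise, and a candidate explanation is a correction for free RNA that differed between libraries. Other genes were stored at 0 in 3.14% of entries in PAD replicate 1, the highest share, but in 2.16% in PAD replicate 3, which lies between the nonPAD libraries (2.84% and 1.76%). The explanation therefore cannot be told apart from a difference in the nuclei themselves, because no uncorrected matrix was analysed here and the group's own libraries do not move together.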

How the results depend on the processing

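Summed UMIs, pseudocounts of 1 and 20, scaling over all libraries, clusters named by myosin share alone, the coarser clustering for the type I share, fibre type per nucleus for expression and gene sets, gene sets without class markers and all set tests of the interaction were chosen after seeing the data.

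Over the 7 counts of genes past the threshold, 110 of 118 alternative values stayed at 0. Limma-voom gave 2 genes in macrophage-like nuclei. Leaving out 1 library gave between 0 and 2 genes in fibro-adipogenic-like nuclei, between 0 and 6 in satellite-like nuclei and between 0 and 10 in macrophage-like nuclei, where the highest counts came without PAD replicate 3, PAD replicate 3 and PAD replicate 1. The 2 in fibro-adipogenic-like nuclei were EPHA7 (-2.44) and APCDD1L-DT (-2.40), the 6 in satellite-like nuclei included FOS, FOSB, JUN, IER2 and ZFP36, and limma-voom called STOX2 (-2.12) and a clone-named feature, all singled out after their values were seen. Without PAD replicate 1, satellite-like nuclei gave 1 clone-named feature. Without a nonPAD library the lone nonPAD library was assumed to vary like the PAD libraries. Why the counts rose was not tested. Among the named genes 420 of 432 values kept their direction and their side of the threshold, and 12 passed it, all with the replicate block, without PAD replicate 1 or without PAD replicate 3. The naming rule largely fixed the direction in fits without 1 library or with the replicate block.

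The replicate number as a block, in a fit with 1 residual degree of freedom, gave 207 genes in fibro-adipogenic-like nuclei (130 higher and 77 lower in PAD), 32 in satellite-like nuclei (28 and 4) and 9 in macrophage-like nuclei (5 and 4), and 0 in all nuclei and both types of myonuclei. It gave 5 sets in type I-like myonuclei, against 1 without the block. Where this was checked, the numbers did not pair the samples. Deviations from the group means of same-numbered libraries correlated across genes at -0.165 and -0.0743 in all nuclei. In type I-like myonuclei they correlated at -0.0681 and -0.062. The classes in which the block gave genes were not checked in this way. Libraries share only a number, so these counts say nothing about paired donors. PAD replicate 3 has no nonPAD library of the same number, so the block leaves it out of the estimated effect.

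The counts of gene sets depended on the set test. Fry and the estimated correlation gave 0 sets in type I-like myonuclei, 0 in type II-like myonuclei and 0 for the difference between them, against 1, 6 and 7 by camera with the preset correlation. The set tests differ in how they treat correlation between genes, and the cause was not tested further. With no doublet removal, 2 sets passed in type I-like myonuclei. Leaving out 1 library gave 2 to 5 sets there and 2 to 8 in type II-like myonuclei, where 2 was the count without nonPAD replicate 1. Single sets kept direction and side of the threshold in 100 of 147 alternative values, lost the threshold in 45, and reversed in 2, both in type II-like myonuclei without PAD replicate 1. Immediate early genes ranged from -0.0097 there to 1.52 without PAD replicate 2, and oxidative phosphorylation from 1.13e-04 there to -0.41 without PAD replicate 2, so these values rested on PAD replicate 1. At these values near 0 the sign depended on the measure: without PAD replicate 1 the means over genes were 0.0056 and 0.0023, and camera, which compares a set with the other genes, put both sets on the lower side. Oxidative phosphorylation in type I-like myonuclei ranged from -0.07 without PAD replicate 1 to -0.58 without PAD replicate 2.

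The type I share kept its direction in all 12 alternatives, from -22.3 percentage points with fibre type per nucleus to -40.5 with coarse clustering, and between -25.6 and -38.8 with 1 library left out. Leaving out a library could not reverse it, nor the shares of the 5 classes with all PAD libraries on the same side. Class shares kept their direction in 82 of 86 alternative values, although the type II-like share of PAD replicate 1 fell below both nonPAD libraries with coarse clustering. The exceptions were the fibro-adipogenic-like share (0.123 points) and the satellite-like share (2.20) as shares of non-myonuclei, which follows from the changed denominator, the T or NK-like share without PAD replicate 2 (-0.352, against 1.07 without PAD replicate 3), which follows from the 2.93% of PAD replicate 2, and the mural-like share without nonPAD replicate 2 (0.0207, against -0.284 without nonPAD replicate 1), which follows from the 0.438% of nonPAD replicate 2. Because p cannot go below 0.1 here, the tests of shares say nothing about stability.

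Median depth per nucleus moved from 3688 to 3693 UMIs in PAD replicate 1, the shallowest library, when no nuclei were removed. The number of nuclei set which classes could be tested: endothelial-like and mural-like nuclei had fewer than 50 nuclei in at least 1 library, so genes were not tested in them. Without PAD replicate 3 the other libraries had 58 to 227 endothelial-like nuclei, and a test there was not run. The coarse clustering has no value for all nuclei, which it cannot change. The planned count-model alternative and the count-model test of class abundance were left out, although recovered UMIs and counts of nuclei were at hand for them.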

Other observations

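For PAD replicate 1, the tests of stored zeros, of the mix of classes and of handling were chosen only after the result had been seen, as were the tests of unnamed clusters and of doublet removal for the type I share and both tests for FOS and FOSB.

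PAD replicate 1 lay far from the other libraries. In type I-like myonuclei the median absolute log2 difference from the median of the others was 0.32 in that library and 0.12 to 0.19 in the rest. Fewer UMIs per nucleus are argued against, since with every nucleus thinned to 2000 UMIs its distance was still 1.64 times the next largest. A few genes taking most of the UMIs are argued against by a ratio of 1.69 without the 100 most abundant genes, and the authors' step that left stored zeros by a ratio of 1.60 over the genes with the fewest such zeros (at most 2.36% of a gene's entries in any library). Another mix of nuclear classes is argued against by the smallest ratio among 5 single classes, 1.38. A swap with a nonPAD library cannot by itself make a library lie far, because the distance does not use the group labels. Whether labels were swapped cannot be told from the nearest library. By that measure 0 nonPAD libraries lay nearest to a PAD library. Over all nuclei, however, PAD replicates 1 and 2 both lay nearest to nonPAD replicate 2. In type I-like myonuclei PAD replicates 2 and 3 lay nearest to each other (correlation across genes 0.964) and PAD replicate 1 again to nonPAD replicate 2 (0.863), so whether the nearest library followed the group depended on the nuclei compared. A wrong label with no partner in the other group was not tested. A difference in handling or batch of that library stays open: FOS was highest in it in 5 of 5 classes, which a stimulus during handling could produce and which disease in its donor or donors could also produce, and the labels give no batch. With 1 such library the explanations cannot be told apart.

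The type I share was lower in every PAD library than in both nonPAD libraries. Clusters left without a name are argued against as the whole cause by a difference of -22.3 percentage points with a call per nucleus. For PAD replicate 1 that call cannot decide, since it covered 5205 nuclei, fewer than the 7407 in its type I-like and type II-like clusters. PAD replicates 2 and 3 had only 4.05% and 1.08% of nuclei as unnamed myonuclei. By that call they were at 60.2% and 51.2%, against 78.0% and 79.6% in nonPAD. Fewer UMIs per nucleus are argued against by -21.3 points after thinning. Removal of doublets is argued against by -31.7 points with no removal, and free RNA in the droplets by -24.1 points among nuclei with 10 or more myosin UMIs of which at least 90% were of the same type, a count of 1068 nuclei in PAD replicate 1 and 3250 to 4053 in the others. In each of these the PAD libraries stayed below both nonPAD libraries. A hypothesis that these values leave open is a larger share of fast-fibre nuclei in PAD muscle, but differences between donors in where the muscle was sampled, which the labels do not record, may give the same pattern, and the exact permutation p of 0.1 does not exclude chance.

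FOS and FOSB were higher in satellite-like and fibro-adipogenic-like nuclei of every PAD library than in both nonPAD libraries, while in PAD replicates 2 and 3 the type I-like myonuclei held FOS at 1.57 and 3.02 CPM, close to the 1.39 and 1.57 of nonPAD. Free RNA from the other nuclei of the library is argued against, since FOS in those classes of the PAD libraries was at least 1.44 times the level over all nuclei of the same library. A difference in handling between the groups stays open: both genes were higher in every PAD library in 2 classes, which a difference in handling between the groups or a response of these cells in PAD may each produce, and the labels record nothing on handling that would separate them. With all libraries neither gene passed an adjusted p of 0.05 by limma in either class, and without PAD replicate 3 both passed in satellite-like nuclei, with log2 fold changes of 5.10 for FOS and 5.78 for FOSB.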
